A study of Mus musculus with 8 samples.

How the data were processed

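The material was brain cells of female mice that carried GFP-M, Cx3cr1-CreERT2 and Rosa26-tdTomato alleles, sorted by flow cytometry for CD11b, a surface protein of microglia and other myeloid cells. Per the labels, mice received BLZ-945, an inhibitor of the CSF1 receptor that depletes microglia, at 200 mg/kg daily in peanut butter. Delivery lasted 14 or 21 days and repopulation without treatment lasted 7 days, while control mice received peanut butter alone. The series lists 8 samples, which are 4 mRNA libraries and the 4 hashtag libraries that belong to them. Each of the 4 pairs is a replicate that combines 4 animals, 1 of each of the 4 conditions (control or repopulated, at 3 or 12 months of age), told apart by 4 hashtag antibodies. The labels name Chromium Single-Cell Gene Expression v2 chemistry. The cell barcodes look like those of a later version, which was not tested against a list of barcodes.

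The deposited values are raw UMI counts per gene or hashtag and cell barcode, and per the file headers they were made with Cell Ranger 4.0.0. The genome build and the annotation release were not given in the sources used here, nor was the filter that chose the barcodes. Each deposited table holds 32285 genes and 4 hashtags, and the lowest gene UMI total of a barcode was 500. Of the gene identifiers, 99.6% were found in GENCODE M21 on GRCm38, which served for the positions. The deposited hashtag reference lists 4 hashtags under 3 distinct names, with HTO3 and HTO4 under 1 name, and no name states a condition. Cells were therefore not assigned to conditions. The plan written before the data were examined made every test between conditions depend on such names. No gene test, gene set test or test of a share between conditions was run.

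Barcodes with at least 500 detected genes and at most 10% mitochondrial UMIs were kept as passing cells. Hashtags were called in each library with HTODemux of Seurat 5.3.0 (R 4.3.3) on centred log ratios across cells, with a positive quantile of 0.99 and all 4 hashtags. Shares of a library are given with exact (Clopper-Pearson) 95% intervals, and intervals of scaled counts are exact Poisson 95% intervals. Both cover counting error only, and so does the floor of 3 counts used where a share was 0. Hashtag doublets and Scrublet calls were removed, and hashtag-negative cells stayed in the library values. Scrublet, as built into scanpy 1.11.5, called 5, 0, 1 and 0 cells in libraries 1 to 4, under 0.5% in each, so it removed next to no doublets that carry 1 hashtag. The number of such doublets expected from hashtag doublets was 4.97%, 9.50%, 5.39% and 4.40% of the passing cells of libraries 1 to 4. For this number the hashtag doublets were not those called with all 4 hashtags. They were called without the near-empty hashtag of libraries 1 and 4 (under 1% of the hashtag UMIs of the library).

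Counts were scaled to 10000 per cell and log transformed, and 2000 variable genes chosen across libraries gave 30 principal components, 15 neighbours per cell and Leiden clusters at resolution 1 (scanpy 1.11.5, igraph 0.11.9). No correction between libraries was made. A cluster took the class whose fixed markers had the highest mean level relative to their highest cluster. It stayed unnamed with fewer than 20 cells, or with fewer than 3 markers of the class detected in at least 10% of its cells. A cluster with under 0.333 times the median UMI count of its library and no marker of its class among its 10 leading genes also stayed unnamed. The same held where the 10 leading genes carried as many or more markers of another class. The part of this last rule on equal numbers was added after cluster 20 had been seen, whose leading genes carried equal numbers of markers of different classes. The leading genes of that cluster are not reported here. The 12 marker lists covered microglia, brain macrophages, monocytes, neutrophils, dendritic cells, T or NK cells, B cells, astrocytes, oligodendrocytes, endothelial cells, neurons and pericytes.

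UMI counts of the microglia-like cells were summed per library and given as counts per 1000000 of that sum (CPM). Cells with more UMIs thus weigh more. The 4 libraries are replicates of 1 group, so their values are given with mean, SD and n = 4. Counts were also summed per animal, meaning the singlets of 1 hashtag in 1 library. For these values HTODemux was run without the near-empty hashtag of libraries 1 and 4 (under 1% of the hashtag UMIs of the library), a choice made after seeing the data. Animals have no known condition, so only single values, ranges and medians are given for them. The first principal component of the animals was taken on log2 CPM with 10 added, over 7943 genes with a mean of at least 10 CPM.

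Named genes follow the rule fixed in advance for hashtags without a condition. It is the list Csf1r, Cx3cr1, Apoe, Lpl, Cst7, Spp1, Cd74, H2-Ab1, Ifit3, Isg15, Mki67, Top2a, Il1b, Tnf, Ms4a7, Lyz2 and Xist. Gene sets fixed in advance were homeostatic, disease-associated (13 of its 14 listed genes were used here), interferon, antigen presentation, inflammatory, cell cycle and immediate early. A set value is the sum of the CPM of its genes, so abundant genes weigh most.

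The alternatives tried were an 80% rule for hashtags (the top hashtag holds at least 80% of at least 20 hashtag UMIs), HTODemux at quantile 0.95, and cell filters of 1000 genes with 5% or 200 genes with 20% mitochondrial UMIs. Others were no use of Scrublet, Leiden resolutions 0.5 and 2, sums over all kept cells, random thinning to the shallowest library or animal, and leaving out each library. Alternatives chosen after seeing the data were HTODemux without the near-empty hashtag for the library values, hashtag doublets kept, hashtag singlets only, removal of the expected number of unseen doublets by Scrublet score, and thinning of the libraries. Quantile 0.95 was also chosen then for all but the hashtag calls, as was the filter of 1000 genes for the animals.

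The steps were tested on simulated data, which held 4000 cells for the hashtag calls. HTODemux called 97.2% of simulated singlets rightly with 4 stained hashtags. With 1 empty hashtag it called 98.1% rightly when given all 4 hashtags and 98.9% without the empty one. The simulation thus did not give the excess of doublet calls seen in library 4. The 80% rule found 80% of simulated doublets with 4 stained hashtags. Of 25 clusters redrawn from the counts, 24 kept their name. Of 200 genes changed in 7 of 14 simulated animals, 99.0% were recovered within 0.2 on the log2 scale. Apart from these changes, the simulated animals shared 1 profile and differed by counting error only. The rate therefore does not cover the differences between real animals or libraries. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.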

Results

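The study asks how microglia that return after depletion differ from undepleted ones in young and in old female mice. Gene expression of CD11b-sorted brain cells was measured by droplet single-cell RNA sequencing in 4 pooled libraries, each a replicate that combines 4 animals of the 4 conditions. The hashtags that mark the animals carry no condition in the data used here. Values are therefore given per library and per animal, and no comparison between conditions or ages was made.

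Library 1 held 2970 barcodes and 19440846 gene UMIs. Library 2 held 9245 barcodes and 82356438 gene UMIs, library 3 held 10717 barcodes and 107811899 gene UMIs, and library 4 held 7972 barcodes and 114306090 gene UMIs. The filter on genes and mitochondrial UMIs left 2606, 8844, 9699 and 7551 passing cells in libraries 1 to 4. Their median depth was 6247, 5211, 6774 and 9733 UMIs per cell. Xist, the transcript of the inactive X chromosome, stood at 1311 to 1473 CPM (UMI counts per 1000000) over all barcodes of a library. The 4 Y-linked genes counted had between 2 and 5 UMIs per library.

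Hashtag libraries held 4247275, 10859181, 15059257 and 13998835 UMIs. In library 1, HTO3 held 12009 of them, a share of 0.283%. In library 4, HTO2 held 46205, a share of 0.330%. The other 14 combinations of library and hashtag held between 7.01% and 58.3% of the hashtag UMIs of their library. Each was taken as 1 of the 16 stated animals, although a pair of animals under 1 hashtag could not be excluded.

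**Figure D1:**
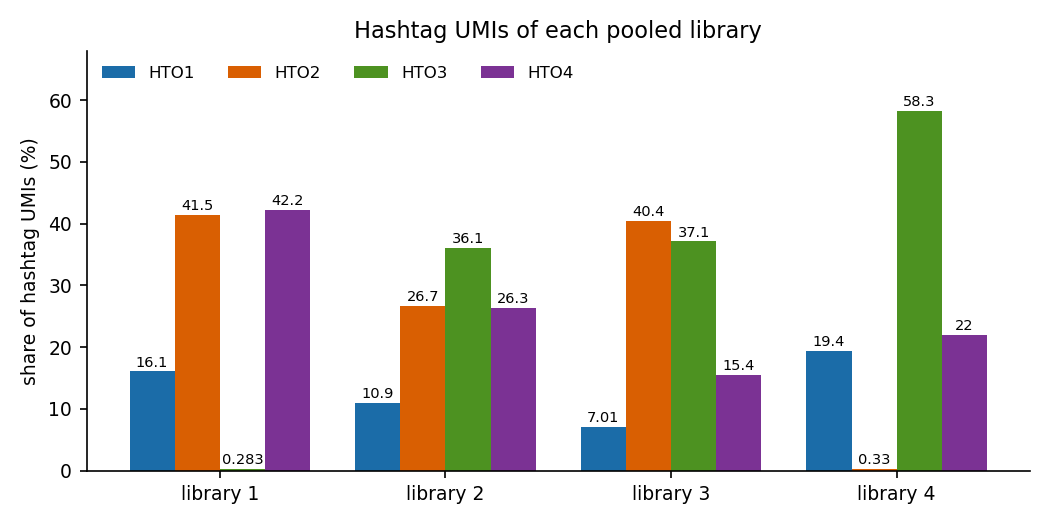
Share of the hashtag UMIs of each library (%) held by each of the 4 hashtags, with 1 bar per hashtag and no replicates. HTO3 of library 1 (0.283%) and HTO2 of library 4 (0.330%) are near 0.

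With all 4 hashtags given to HTODemux, 66.0% ± 10.7 (SD, n = 4) of passing cells were singlets, 26.6% ± 13.5 (SD, n = 4) were doublets and 7.40% ± 7.01 (SD, n = 4) were negative. Singlets made up 78.2% (95% interval 76.6 to 79.8) of library 1 and 66.1% (65.1 to 67.1) of library 2. They made up 67.5% (66.5 to 68.4) of library 3 and 52.1% (51.0 to 53.2) of library 4. Doublets made up 45.8% (44.7 to 46.9) of library 4, against 15.4% to 26.0% of the other libraries. Relative to the SD between libraries, the alternative that moved these shares most was the 80% rule, under which the mean negative share was 0.0623%. Without the near-empty hashtag the mean doublet share was 14.4%. Without library 3 the mean negative share was 4.16%. Without the near-empty hashtag the doublet share of library 4 was 6.94% (6.38 to 7.54) and its negative share was 23.7% (22.7 to 24.6).

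After removal of doublets 20945 cells were kept, namely 2101, 6547, 8205 and 4092 in libraries 1 to 4. They formed 25 clusters, of which 21 met the marker rule for 1 of 7 classes. Clusters followed the libraries in part, since 16 of the 25 took over 50% of their cells from 1 library. Microglia-like cells filled 15 clusters and made up 89.0% ± 2.45 (SD, n = 4) of kept cells, with 92.5% (95% interval 91.3 to 93.6), 88.0% (87.2 to 88.8), 88.5% (87.8 to 89.2) and 86.9% (85.9 to 87.9) in libraries 1 to 4. The alternative that moved this share most was the filter of 200 genes and 20% mitochondrial UMIs, with a mean of 80.3%.

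Brain macrophage-like cells made up 3.28% ± 1.70 (SD, n = 4) of kept cells, with 1.81%, 5.15%, 4.29% and 1.86% in libraries 1 to 4. With calls made without the near-empty hashtag, and cells clustered anew, the shares were 1.36%, 1.34%, 2.21% and 3.02%, so the order of the libraries depended on this choice. T or NK cell-like cells made up 1.49% ± 1.35 (SD, n = 4), with 3.40% (95% interval 2.86 to 4.00) in library 4 and 0.428% to 1.5% in the others. Without library 4 their mean was 0.853%. With calls made without the near-empty hashtag their share was 2.26% in library 4, still the highest, and 0.646% to 1.5% in the others. Monocyte-like cells made up 0.694% ± 0.373 (SD, n = 4) and neutrophil-like cells 0.419% ± 0.297 (SD, n = 4). B cell-like cells made up 0.255% ± 0.196 (SD, n = 4), and 0.162% without library 2. Endothelial cell-like cells made up 0.215% ± 0.247 (SD, n = 4), and 0.0932% without library 2. No cluster met the rule for dendritic cells, astrocytes, oligodendrocytes, neurons or pericytes. The 4 unnamed clusters held 4.68% ± 1.43 (SD, n = 4) of kept cells.

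**Figure D2:**
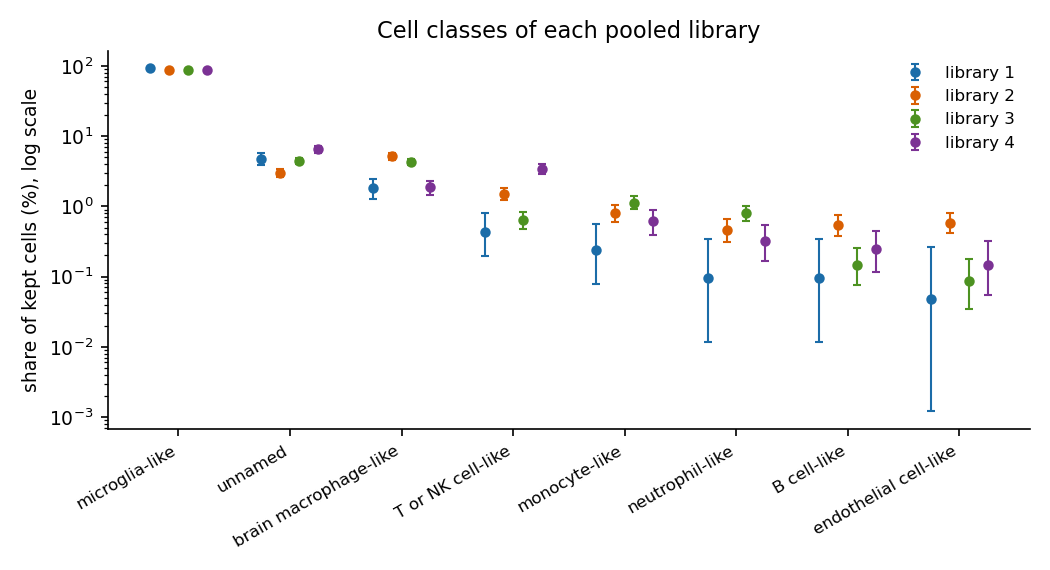
Share of kept cells (%, log scale) in each class, with 1 point per library and bars for the exact 95% interval. Microglia-like cells made up 86.9% to 92.5% of each library, and every other class less than 7%.

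The microglia-like clusters differed in their leading genes, which were not chosen in advance. Cluster 9 (875 cells) was led by Cxcl13, Ifit2 and Ifit3, and cluster 8 (879 cells) by Top2a. Cluster 7 (1384 cells) was led by Ccl2 and Ccl7. Cluster 18 (274 cells) was led by Spp1, Fabp5 and Gpnmb, and 191 of its cells were from library 4. Cluster 8 held 5.17 times the median UMI count of the library, while cluster 14, also led by genes of the cell cycle, held 0.362 times that median.

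Microglia-like cells of libraries 1 to 4 summed to 12507024, 34879334, 75291913 and 60118475 UMIs. Csf1r (ENSMUSG00000024621, chromosome 18, 61100598 to 61132149), which encodes the receptor that BLZ-945 inhibits, stood at 2242 ± 667 CPM (SD, n = 4). Cx3cr1 (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879) stood at 1888 ± 650, with 970 in library 4 and 1942 to 2476 in the others. Library 4 was at 1593 for Cx3cr1 and at 1745 for Spp1 without the near-empty hashtag. Apoe stood at 4559 ± 1269 CPM. Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) stood at 713 ± 1188, with 35.6, 107, 219 and 2491 in libraries 1 to 4. Library 4 set these means of Spp1, Cst7 and Lpl. Without it Spp1 was 121, Cst7 42.6 in place of 65.3 ± 45.7, and Lpl 67.1 in place of 101 ± 71.1.

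Cst7 (ENSMUSG00000068129, chromosome 2, 150570415 to 150578944) stood at 133 CPM in library 4 and at 37.2 to 49.4 in the others. H2-Ab1 (ENSMUSG00000073421, chromosome 17, 34257689 to 34269419) stood at 41.6 ± 19.0, with 70.0 in library 2 and 30.3 to 34.4 in the others. Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321) stood at 882 ± 78.1. Its level in library 4 was 998 and in the others 831 to 856. Without the near-empty hashtag library 4 fell to 818, below the 848 to 947 of the others. Cd74 stood at 99.6 ± 50.6, Ms4a7 at 12.5 ± 4.94 and Xist at 1361 ± 199 CPM. The coordinates are from GENCODE M21 on GRCm38.

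Mki67 stood at 85.8 ± 56.7 and Top2a at 102 ± 63.7 CPM, and both were lowest in library 1, at 16.8 and 18.1. Tnf stood at 150 ± 87.9, Il1b at 51.2 ± 18.5, Ifit3 at 67.6 ± 31.6 and Isg15 at 67.2 ± 26.9. Relative to the SD between libraries, the alternative that moved a gene of the list most was the sum over all kept cells, where Cd74 was 349 and H2-Ab1 was 132. Read sharing with near-identical relatives was not tested, which concerns Ifit3 (with Ifit3b) and Lyz2 (with Lyz1).

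**Figure D3:**
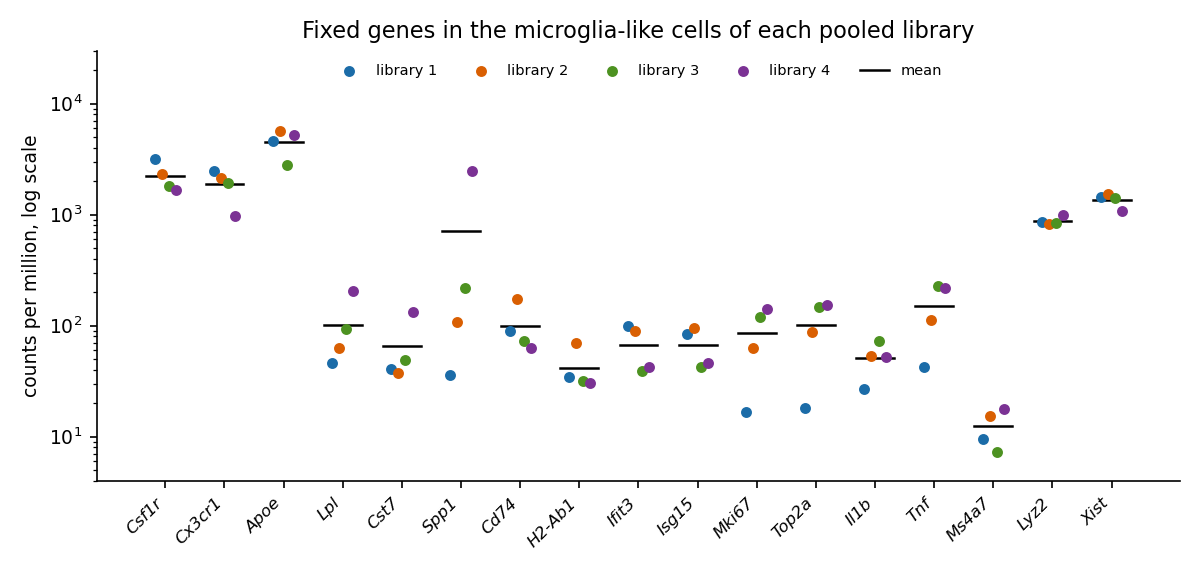
UMI counts per 1000000 (CPM, log scale) of the fixed genes in the microglia-like cells of each library, with 1 point per library and a line at the mean of the 4 libraries. Spp1 spans 35.6 to 2491 and Lyz2 spans 831 to 998.

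The homeostatic set summed to 9651 ± 3048 CPM (SD, n = 4), with 13582 in library 1 and 6350 in library 4. The disease-associated set summed to 15478 ± 3281, the antigen presentation set to 5249 ± 1292 and the inflammatory set to 3956 ± 1019. The interferon set summed to 2651 ± 584 and the immediate early set to 3904 ± 301. The cell cycle set summed to 1411 ± 726, with 407 in library 1 and 1350 to 1974 in the others. Across 7882 genes the sums of a pair of libraries had a Pearson r of 0.912 to 0.99, where genes are not independent replicates. The libraries differed by far more than counting error, with a chi-squared of 104 to 385 per degree of freedom.

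Each animal, meaning the singlets of 1 hashtag within a library, had between 486 and 2552 microglia-like cells. Csf1r ranged from 780 to 3507 CPM with a median of 2823 over 14 animals, and Cx3cr1 from 108 to 4665 with a median of 2367. Apoe ranged from 592 to 16643 (median 2534), Spp1 from 2.24 to 4360 (median 62.6) and Mki67 from 3.98 to 249 (median 19.0). Ms4a7 ranged from 0.889 to 39.6 (median 4.14), Tnf from 20.3 to 414 (median 56.6) and Xist from 732 to 2022 (median 1530). The median over genes of the ratio of the highest to the lowest animal of a library was 7.38. In all 68 pairs of a gene and a library, the exact Poisson 95% intervals of the highest and the lowest animal were separate.

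**Figure D4:**
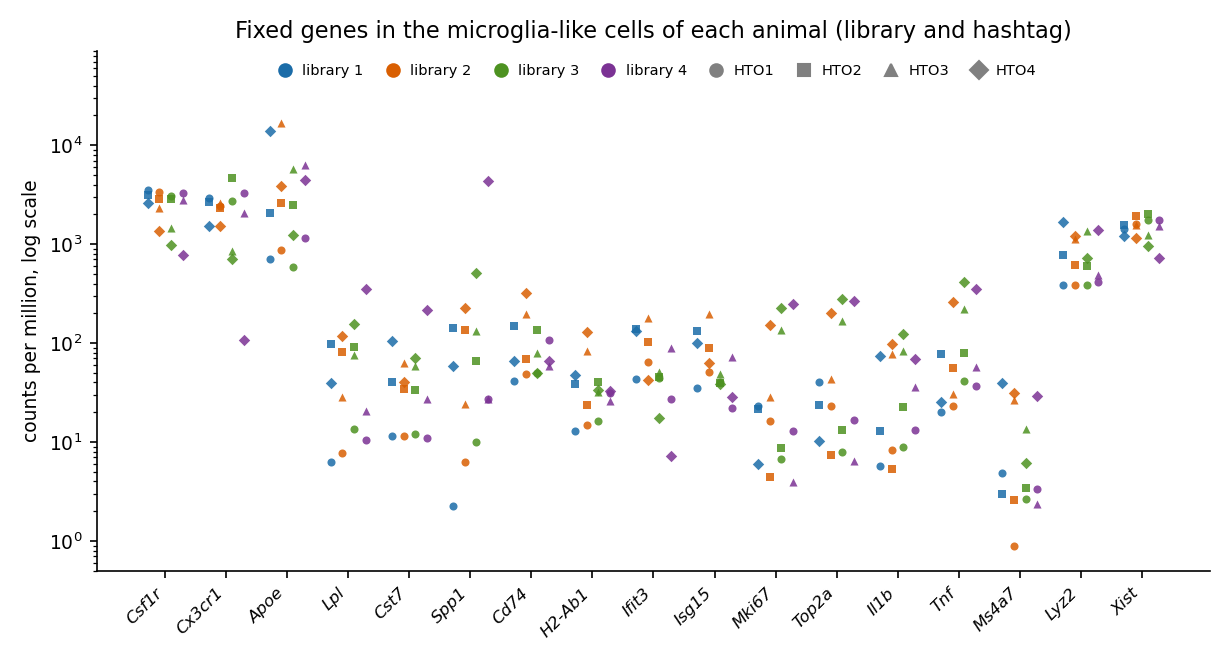
UMI counts per 1000000 (CPM, log scale) of the fixed genes in the microglia-like cells of each animal, with 1 point per animal, colour for the library and shape for the hashtag. Animals of 1 library differ in most genes, as for Spp1 in library 4, which spans 27.1 to 4360.

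The median UMI count per microglia-like cell ranged from 3833 to 40066.5 over the 14 animals, with a median of 7802.5. The highest animal of a library exceeded the lowest 1.56 times in library 1, 3.20 times in library 2, 4.52 times in library 3 and 4.00 times in library 4. The microglia-like share of the singlets of an animal ranged from 71.2% to 95.9%, with a median of 91.2%.

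**Figure D5:**
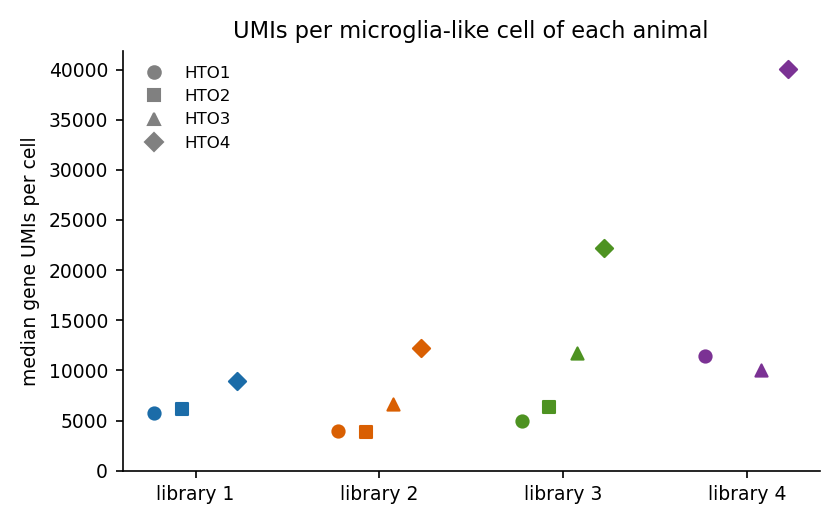
Median gene UMIs per microglia-like cell of each animal, with 1 point per animal, colour for the library and shape for the hashtag. Values span 3833 to 40066.5, and the animals of library 3 differ up to 4.52 times.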

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

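The tests that left out 1 animal at a time were chosen only after the library values and the values of the animals had been seen. In all, 5 of 45 measures compared between the 4 libraries had 1 library far from the others, where chance gives about 1 in 20, or 2.25. No biological explanation was tested, because animals could not be tied to conditions and the libraries are replicates of 1 group.

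Spp1 stood at 2491 CPM in library 4, against 35.6 to 219 in the other libraries. Each animal of library 4 was left out in turn. Without HTO4 the library fell to 29.3, while without HTO1 it was 2618 and without HTO3 4091. Cst7 stood at 133 in library 4, against 37.2 to 49.4, and fell to 27.0 without HTO4. When the near-empty hashtag was left out of the calls, library 4 was at 1745 for Spp1 (others 67.4 to 219) and at 97.8 for Cst7 (others 37.4 to 52.0). The values are consistent with 1 animal as the source of both. Markers of the other named classes argue against a large share of those classes inside the microglia-like sums. In these sums they allow at most 4.56% of any single other class for an animal of library 4 (B cells, in HTO1). For HTO4 they allow 4.17% brain macrophages, the highest of the 14 animals for that class, and 6.61% for the other classes together, so a small share of such cells stays open. Cells of a type outside those marker lists were not tested and stay open. HTO4 had 29.3 CPM of Ms4a7 and 108 of Cx3cr1, where the medians of the 14 animals were 4.14 and 2367. In cluster 18, led by Spp1, the mean level of the microglia markers relative to their highest cluster was 0.194. That was the lowest of the microglia-like clusters (up to 0.957), although brain macrophage markers, next in order, had 0.0541. What sets HTO4 of library 4 apart stays open, including its condition and its age.

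Lyz2 stood at 998 CPM in library 4, against 831 to 856 in the other libraries. It fell to 480 without HTO4, and was 1035 without HTO1 and 1320 without HTO3. The level also rested on the hashtag calls, since library 4 was at 818 and the others at 848 to 947 when the near-empty hashtag was left out. The high value may thus come from the weight of 1 animal among the cells kept.

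H2-Ab1 stood at 70.0 CPM in library 2, against 30.3 to 34.4 in the other libraries. It was 86.1, 79.3 and 66.2 without HTO1, HTO2 and HTO3. Without HTO4 it was 41.5, still above the other libraries, which argues against 1 animal as the whole source although that animal carried much of the difference. In library 2 the animals of HTO3 and HTO4 had 83.0 and 129 CPM. RNA from other cells with this gene stays open, since its mean over libraries was 132 when all kept cells were summed.

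The median share of a cell's hashtag UMIs held by its top hashtag was 73.1% in library 2, against 91.0% to 94.0% in the other libraries. Hashtag doublets were tested first. Among singlets called without the near-empty hashtags the median was 79.7% in library 2 and 93.0% to 97.9% in the others, so doublets do not account for all of it. The singlets of HTO1 in library 2 had 62.6%, and those of its other hashtags had 82.4% to 89.1%. HTO1 also had the lowest share in libraries 1 (84.2%), 3 (77.0%) and 4 (92.1%). The other hashtags present there had 93.7% to 98.9%, so each hashtag of library 2 was below the same hashtag elsewhere. These values do not decide whether a background of 1 hashtag lies behind the low share. Such a background would lower the share in cells of the other hashtags, and it was low in cells of every hashtag of library 2. Unbound antibody of 1 or more hashtags in the droplets of library 2 stays open.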

How the results depend on the processing

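The alternatives chosen only after the data were seen are HTODemux without the near-empty hashtag, hashtag doublets kept, hashtag singlets only, the removal of expected unseen doublets by Scrublet score and the thinning of the libraries. The same holds for quantile 0.95 outside the hashtag calls and for the filter of 1000 genes on the animals. No paired analysis was possible because no source used here ties a hashtag to a condition, or states that a hashtag number marks the same condition in every library. For the same reason the tests between conditions, and with them their alternatives of normalization, gene filter, samples in the fit, replicate block, threshold of change, gene set test, sign-flip permutation and leaving out single animals, were not run.

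Of the 15 alternative values of the 3 hashtag call shares, 14 moved by less than 1 SD of the libraries. The exception was the negative share under the 80% rule, at 0.0623% in place of 7.40%, because that rule calls a cell negative only under 20 hashtag UMIs. Leaving out each library gave 61.9% to 70.6% singlets, 20.2% to 30.3% doublets and 4.16% (without library 3) to 9.18% negative cells. Without the near-empty hashtag the mean doublet share was 14.4% in place of 26.6% and the negative share 14.0%, and at quantile 0.95 the negative share was 3.65%.

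Of the 87 alternative values of the 8 class shares, 75 moved by less than 1 SD. The filter of 200 genes and 20% mitochondrial UMIs gave 80.3% microglia-like and 12.2% unnamed cells. Leiden resolution 2 gave 86.5% microglia-like, 9.18% unnamed and 1.41% brain macrophage-like cells. With hashtag doublets kept, microglia-like cells were 86% and brain macrophage-like cells 5.05%. Removal of expected unseen doublets, with calls made without the near-empty hashtag, gave 86.2% microglia-like and 8.98% unnamed cells. The 80% rule gave 7.01% unnamed and 0.478% B cell-like cells, and leaving out the near-empty hashtag gave 6.34% unnamed cells. The cause of these shifts was not tested. Over all alternatives the brain macrophage-like share ran from 1.41% to 5.05%. No endothelial cell-like cluster was named under the 80% rule, so that share has no value there. When each library was left out, the mean changed over 1.5 times for T or NK cell-like cells without library 4 (0.853%), and for B cell-like (0.162%) and endothelial cell-like cells (0.0932%) without library 2.

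Of the 312 alternative means of the 17 genes and 7 sets over libraries, 306 moved by less than 1 SD. The 6 others were Cd74 (349), H2-Ab1 (132), Ms4a7 (27.4) and Lyz2 (1101) in all kept cells, and Ms4a7 (17.7) and Lyz2 (1014) under the 80% rule. Within 1 SD, the filter of 1000 genes and 5% mitochondrial UMIs lowered Ifit3 to 44.4 from 67.6 and Isg15 to 47.9 from 67.2. Without library 4, Spp1 was 121 in place of 713, Cst7 42.6 and Lpl 67.1. Thinning to the shallowest library moved no mean by 1 SD. Random thinning of the sums changes CPM by counting error only, so this could not show other effects of depth. Of the 102 alternative medians of the animals, 27 lay outside the Poisson intervals of the animals in the middle of the range, as did 10 of the 68 with 1 library left out. With all singlets summed, Ms4a7 was 30.8 in place of 4.14, Cd74 412 in place of 67.9, H2-Ab1 136 in place of 32.4, Il1b 64.6 in place of 29.2 and Apoe 4285 in place of 2534. Under the 80% rule Apoe was 3572 and Il1b 52.5. Without library 3, Lpl was 34.3 in place of 58.2, Ifit3 77.3 in place of 48.4 and Spp1 43.1 in place of 62.6. The clusters behind the animal medians at quantile 0.95 and with 1000 genes changed with the floating-point settings of the computation, so these medians hold for the settings used.

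The number of cells limits the shares of rare classes. Library 1 had 1 endothelial cell-like cell among 2101 (95% interval 0.00121% to 0.265%). The floor of 3 counts was 0.240 CPM in library 1 and 0.0398 in library 3.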

Other observations

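The tests of the near-empty hashtags were chosen only after their shares had been seen, and the tests of differences between animals were written down beforehand.

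The near-empty hashtags were HTO3 in library 1 and HTO2 in library 4. A hashtag sequence that could not be read is excluded, since HTO2 and HTO3 held at least 26.7% of the hashtag UMIs in every other library. Shallow hashtag sequencing is excluded too. Libraries 1 and 4 had medians of 946 and 1270 hashtag UMIs per passing cell. Library 2 had 680 and library 3 had 957, and no hashtag was near empty in either. A further animal without hashtag would raise the negative share, which was 7.41% in library 1, 7.91% in library 2, 17.1% in library 3 and 23.7% in library 4. That is a rise in library 4 and none in library 1. A pair of animals under 1 hashtag would make it large. The largest hashtag had 1.15, 1.31, 1.11 and 1.82 times the singlets of the next in libraries 1 to 4. Neither can be told apart from an absent animal, because the number of cells loaded per animal was not given in the sources used here.

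Animals of 1 library differed in the fixed genes. Of the variance of the first principal component 11.2% lay between libraries, where 23.1% would lie there if libraries had no effect. Most of the spread along this component thus lay within libraries. Whether libraries also differ along it cannot be decided by this share. Each library holds animals of different conditions, and a difference between conditions would lower the share either way. Counting error is excluded by the separate intervals in 68 of 68 pairs of a gene and a library. Cells given the wrong hashtag would mix the animals and bring them closer. With only cells that carry 1 dominant hashtag, the median ratio of the highest to the lowest animal was 7.08, against 7.38 before. By their markers, no single other named class could make up over 4.81% of the microglia-like sum of an animal. That highest share was for T or NK cells in HTO3 of library 2. The other classes together could not make up over 8.68% of such a sum. Cells of a type outside these marker lists were not tested. Condition and age, which the design varies within each library, stay open and were not tested.

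The median UMI count per microglia-like cell also differed within libraries. Pairs of cells under 1 hashtag were expected to make up at most 18.8% of the singlets of an animal, in HTO1 of library 2, which had 3919 UMIs per cell. HTO4 of library 4, with 40066.5 UMIs per cell, had 3.23% expected pairs, so pairs are unlikely to be the whole source. Its 852 microglia-like cells summed to 35468667 UMIs. Those of HTO3 (2552 cells) summed to 30437244 and those of HTO1 (1162 cells) to 14723005. The mix of microglia-like clusters in each animal was not examined as a source. Those clusters held from 0.362 to 5.17 times the median UMI count of the library.

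The first principal component carried 79.0% of the variance over 14 animals. In library 1 the scores were -33.5 (HTO1), -27.9 (HTO2) and 2.79 (HTO4). In library 2 they were -26.9 (HTO1), -22.4 (HTO2), 7.88 (HTO3) and 41.4 (HTO4). In library 3 they were -28.6 (HTO1), -22.3 (HTO2), 39.3 (HTO3) and 54.5 (HTO4). In library 4 they were -32.4 (HTO1), -8.56 (HTO3) and 56.7 (HTO4). In each library the scores rose in the order of the hashtag numbers present, and Csf1r fell in that order. No condition was read from this order. The widest gap lay between 7.88 and 39.3 and took 34.8% of the range.

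Spp1 in the animals, in CPM, was 2.24 (HTO1), 143 (HTO2) and 58.8 (HTO4) in library 1. It was 6.22 (HTO1), 136 (HTO2), 24.2 (HTO3) and 229 (HTO4) in library 2, and 10.1 (HTO1), 66.4 (HTO2), 133 (HTO3) and 507 (HTO4) in library 3. In library 4 it was 27.1 (HTO1), 27.5 (HTO3) and 4360 (HTO4), and the widest gap, from 507 to 4360, took 88.4% of the range.

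HTO4 of library 4 had 108 CPM of Cx3cr1 and 10.5% T or NK cell-like cells (95% interval 8.71 to 12.5), where the median of the 14 animals was 1.24%. HTO1 of library 4 had 12.0% brain macrophage-like cells (10.4 to 13.8), where the median was 1.08%. HTO4 of library 2 had 21.2% unnamed cells (18.8 to 23.8), where the median was 4.16%. The shares of brain macrophage-like and unnamed cells rest on the clusters made without the near-empty hashtags. Those gave library 2, whose hashtag calls were the same, 88 brain macrophage-like and 457 unnamed cells, against 337 and 197 in the clusters behind the library values.

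Among the unnamed clusters, cluster 12 (694 cells) held 0.165 times the median UMI count and was led by noncoding transcripts, with Tsix, Xist and Malat1 among its leading genes. Cluster 22 (59 cells) was led by Ctsk, Acp5, Mmp9 and Atp6v0d2, held 5.15 times the median UMI count, and took 43 of its cells from library 2. Cluster 25 (21 cells) was led by H2-Aa and H2-Eb1.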
